# Genome-scale patterns in the loss of heterozygosity incidence in *Saccharomyces cerevisiae*

**DOI:** 10.1093/genetics/iyac032

**Published:** 2022-02-25

**Authors:** Hanna Tutaj, Adrian Pirog, Katarzyna Tomala, Ryszard Korona

**Keywords:** heterozygosity, rate of LOH, chromosome arm, centromere, telomere, mitosis, starvation, environmental stress

## Abstract

Former studies have established that loss of heterozygosity can be a key driver of sequence evolution in unicellular eukaryotes and tissues of metazoans. However, little is known about whether the distribution of loss of heterozygosity events is largely random or forms discernible patterns across genomes. To initiate our experiments, we introduced selectable markers to both arms of all chromosomes of the budding yeast. Subsequent extensive assays, repeated over several genetic backgrounds and environments, provided a wealth of information on the genetic and environmental determinants of loss of heterozygosity. Three findings stand out. First, the number of loss of heterozygosity events per unit time was more than 25 times higher for growing than starving cells. Second, loss of heterozygosity was most frequent when regions of homology around a recombination site were identical, about a half-% sequence divergence was sufficient to reduce its incidence. Finally, the density of loss of heterozygosity events was highly dependent on the genome’s physical architecture. It was several-fold higher on short chromosomal arms than on long ones. Comparably large differences were seen within a single arm where regions close to a centromere were visibly less affected than regions close, though usually not strictly adjacent, to a telomere. We suggest that the observed uneven distribution of loss of heterozygosity events could have been caused not only by an uneven density of initial DNA damages. Location-depended differences in the mode of DNA repair, or its effect on fitness, were likely to operate as well.

## Introduction

Mitosis evolved to enable a cell to divide into 2 cells with identical content and arrangement of genetic elements. Any differences between resulting genomes signal failures in this process and provide an opportunity to learn how the typically observed genetic stability is achieved. In diploids, one of such inadvertent genetic changes is the loss of heterozygosity (LOH), that is, a failure to transmit both alleles to a descendant cell when 1 of 2 different alleles is replaced by the other one (homozygosity) or lost altogether (hemizygosity). The study of LOH in mitotically dividing diploid cells of the budding yeast has yielded a wealth of information about the behavior of chromatids at the time of replication, repair, or segregation (Pâques and Haber 1999; Stirling *et al.* 2011; Symington *et al.* 2014). That research was centered on uncovering the molecular mechanisms underpinning the process of mitosis. A broader perspective, with LOH being a genetic phenomenon of serious consequence for the evolution of this species, was underappreciated. One reason was that the wild strains of yeast were expected to undergo frequent selfing (within an ascus or within an initially haploid but homothallic colony). This would greatly accelerate the exposition of recessive deleterious mutations to the action of purging selection ensuring evolutionary advantage, and hence high prevalence, of sexual and mostly homozygous strains (Mortimer *et al.* 1994; Knop 2006). This notion has not been abandoned after the early reports of its possible inadequacy (Kelly *et al.* 2012; Magwene 2014). Only after the completion of large and comprehensive surveys of strains derived from different geographical and ecological locations, an abundance of heterozygosity, and hence the potentially important role of mitotic LOH have been finally recognized (Peter *et al.* 2018; Fischer *et al.* 2021). Considering other and very different populations, those of human cancer cells, the meaning of LOH as a critical factor in the progression of tumors has been early understood and never questioned (Knudson 1971). Indeed, recent analyses have demonstrated how unexpectedly important it can be: for about 50 most commonly found cancer driver genes, biallelic mutations (resulting from LOH) have been identified for all of them and typically as prevailing over monoallelic ones (The ICGC/TCGA Pan-Cancer Analysis of Whole Genomes Consortium 2020). In sum, the rationale for studying LOH in *Saccharomyces* *cerevisiae* is not only still valid but strengthening. The goal would be to elucidate the population genetics of this particular species but also to maintain its role as an outstanding model in research on molecular evolution of eukaryotes.

A classic approach in the study of LOH has been to use strains with heterozygous loci in which a recessive allele renders an occurrence of a conspicuous trait when its dominant counterpart goes absent. Among the most popular ones, there have been those providing resistance to specific chemicals (*CAN1/can1*, *URA3/ura3*), changing colony color (*ADE2/ade2*, *MET15/met15*), or restoring mating ability (*MAT***a***/MATα*). Counts of colonies with an original and altered phenotype have been then used to estimate the rate of LOH. The nature of chromosomal events (such as cross-over, local conversion, break-induced repair, nondisjunction, truncation) could have been also inferred if planned arrangements of specific genetic elements were used (Andersen *et al.* 2008; Symington *et al.* 2014). As one or very few loci have been used in a particular study, estimates of a genome-wide LOH rate had to rely on extensive extrapolations.

Analyses of an entire genome have been made possible by high throughput sequencing technologies. Regarding LOH in yeast, a typical start point is to derive a diploid strain descending from 2 haploids with densely distributed single nucleotide polymorphisms so that even relatively short fragments of chromosomes can be ascribed to one of the ancestors. Replicate populations of such hybrids are then propagated as separate mutation accumulation (MA) lines through periodic reduction of every population to a single cell (actually, a single colony-forming unit which makes the procedure less stringent). Subsequent comparisons with an ancestral strain can reveal spontaneous rearrangements or losses of segments of very different sizes, from a whole chromosome to about a single gene (Tattini *et al.* 2019; Loeillet *et al.* 2020; Pankajam *et al.* 2020; Sui *et al.* 2020). In such studies, the number of detected LOH events tends to be relatively small as it is limited by the number of propagated cell lines and sequenced genomes. Periodic reductions to single colony-forming units are meant to fix new mutations, but such moments are separated by about 2 dozen divisions within an expanding colony when selection can operate. Altered karyotypes would be mostly removed but positive selection of them cannot be excluded (Sheltzer and Amon 2011; Plech *et al.* 2014; Shapira *et al.* 2014; Deregowska *et al.* 2015; Laiba *et al.* 2016; Zhu *et al.* 2016; Kaya *et al.* 2020). Therefore, it appears worthwhile to compare results of the MA studies with those obtained in a radically different manner.

Our goal was to spot LOH events possibly immediately after they appeared, score them in large numbers, and do it in such a way that the LOH contribution of small chromosomes to whole-genome estimates would not be eclipsed by that of large ones. A start point was to put a counter selectable marker (*URA3*) at the central region of every arm and a positively selectable one (*kan*) in the proximity of a corresponding centromere. After brief propagation, necessary to obtain multiple cultures of the same clone, a screen was applied to detect colonies lacking *URA3* and thus exhibiting LOH. The concurrent presence of *kan* indicated recombination between the markers. A set of such marked strains was used in several genetic and environmental arrangements (Fig. 1). This approach enabled us to concentrate on questions that had not been straightforwardly asked or compellingly answered in former studies.

**Fig. 1.**
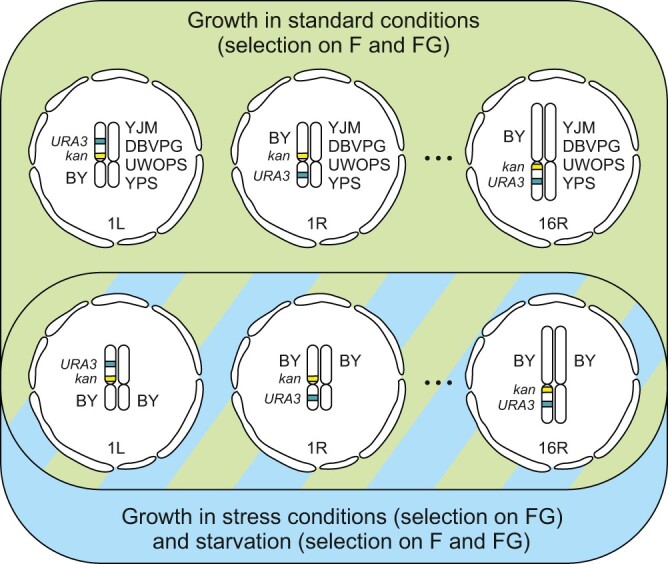
Strains, environments, and selective media. Each of 32 chromosome arms (from 1L to 16R) of the BY strain was marked with *kan* (geneticin resistance) inserted close to a centromere and *URA3* (sensitivity to 5-FOA) inserted close to an arm midpoint. Such marked haploids were used to form 1 set of homozygous and 4 sets of hybrid diploid strains. Replicated cultures of those were propagated under standard or stress conditions and then LOH mutants were scored on either F (5-FOA) or FG (5-FOA plus geneticin) selective media.

## Materials and methods

### Growth media and reagents

Synthetic complete medium (SC), without uracil when selecting for Ura^+^ transformants and temperature 30°C were applied as standard growth conditions. Two basic selective media contained 5-FOA (1 g/l), either solely or together with geneticin/G418 (400 mg/l). Test environments were based either on SC (with temperature shifted to 37°C or 40 g/l of NaCl added) or on rich YPD medium (with temperature shifted to 24°C or 32°C or kept at 30°C but with glucose replaced with 3% glycerol). Sporulation was induced by growing cells overnight at 30°C on GNA agar (5% glucose, 3% Difco Nutrient Broth, 1% Difco Yeast Extract) and then inoculating them thinly to liquid 1% potassium acetate with 0.005% zinc acetate and required nutrients at one-fourth of standard levels for about a week of incubation at 25°C with shaking.

### Collection of 32 middle-arm marked strains

*URA3* gene of *S.* *cerevisiae* from the pRS416 plasmid was embedded into an expression cassette, *MX4*, and used to make targeted inserts into haploid strains of *S. cerevisiae*, BY4741 or BY4742. Insertions were guided by ∼45 bp flanking fragments homologous to genomic DNA sequence on 30 of 32 arms of yeast chromosomes. Target sequences were selected as possibly closest to the midpoint between a centromere and a telomere and not overlapping with known coding or regulatory sequences. In particular, we preferred spots located immediately after a terminator of an essential gene, because the viability of transformants signaled that no conspicuous damage was done. Successful PCR amplification, extending over the sites of expected recombination, was regarded as an indication of correct insertion. The 2 remaining constructs, the left arm of chromosome IX and the left arm of chromosome XIV, were created by replacing the YKO *kanMX4* cassette, that was present as a gene replacement close to the middle of the arm, with a *URA3MX4* cassette. 

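The primers of Supplementary Table 1 were matched to the R64 reference sequence to place the *URA3* insertions made by homologous flanks. The flank of each primer, in whole or in part, was searched only on the chromosome listed for it and matched there at a single site. These 30 sites lay at a median of 48.9% of the way from the centromere to the end of the arm, with the site on 1R nearest to the centromere at 26% and the site on 1L farthest at 56.7%. They include 9L and 14L, since the table gives 9R and 14R, and not the left arms named in the paper's text, as the arms made by replacing a YKO cassette. The distance from the essential gene named in the table was between 66 and 1344 bp. At 29 of the sites the 3′ end of that gene faced the insertion, and at the site next to *KIN3* on chromosome I, position 171959, the 5′ end did. The annotation places 2 of the sites inside another gene: position 513267 of chromosome II, 493 bp past *MEC1*, lies within YBR137W, and position 355664 of chromosome VIII, past *CIA2*, lies within *EPT1*.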

A list of insertion positions and primers used are provided in Supplementary Table 1.

The described above constructions yielded 32 distinct strains marked with a single *URA3* marker. There were in fact 16 pairs of strains, each pair represented by a left (L) and right (R) arm of the same chromosome. For each pair, we inserted a selectable marker possibly close to a centromere. As we were cautious not to introduce new phenotypes and especially not to destabilize centromeres, we browsed the YKO collection for deletions (which were in fact replacements with the *kanMX4* cassette) that resulted in no visible phenotype, were close to a centromere, and were transcribed in a direction opposite to that centromere (the selected positions are listed in Supplementary Table 1). Each selected YKO deletion strain was then mated with each of the 2 strains having *URA3* on the same chromosome, 1 on the left, and 1 on the right arm. Resultant diploids were sporulated and used in tetrad analyses in which 32 double marked haploids, with *URA3* and *kan*, were obtained. The haploids were tested for normal growth, i.e. typical for the BY background strain, and thus did not show signs of damages introduced by the described manipulations. They were then mated with 5 genetically distant haploid strains of stable mating types: BY4741, UWOPS05-227.2, YJM975, YPS606, and DBPVG6044 (Cubillos *et al.* 2009). The final collection of 160 (32 × 5) double-marked strains was deep-frozen and saved for assays described below.

DNA sequence and genome annotations were extracted from the *Saccharomyces* Genome Database. Positions of genetic elements previously found as potentially affecting LOH (see *Discussion*) were identified with an SGD feature Genome Snapshot (as of May 2021), the Tandem Repeats Database (Gelfand *et al.* 2007), and (Mancera *et al.* 2008).

### Collection of 23 strains with variably positioned markers

Haploid BY4741 (*MAT***a**) and BY4742 (*MATα*) deletion strains were used. Genomic segments of about 40 kb not containing any repetitive elements, especially those identified as enhancing the rate of LOH, were selected. The segments were also required to end, on both sides, at an ORF deletion that did not result in destabilization of the genome or serious growth defect. For every segment, a pair of deletion strains with opposite mating types was taken out of the YKO collection. For every pair, the *kan* marker closer to its centromere was retained while the other replaced with *URA3*. The 2 strains were mated and the resulting diploids were sporulated, spores separated, and haploids carrying both markers were secured. They were then mated with appropriate BY haploids so that standard BY4743 diploids (designated here as BY/BY) could be derived and used in LOH assays. Supplementary Table 2 lists positions of the selected ORFs.

### Selection for LOH mutants

Thawed samples of the collection of 32 double-marked strains were used to inoculate 200 µl of SC aliquots arrayed on plates with 96 flat-bottom wells. After 48 h of incubation without agitation, these initial microcultures were serially diluted so that no more than 100 cells were present per well in 200 µl of fresh medium. This was a start point for the accumulation of LOH mutants. Such inoculations were done independently for at least 30 replicate microcultures for every double marked strain. (There were 3 ordered arrays of 32 strains per each of 10 or more plates.) The LOH-accumulating cultures were allowed to reach the stationary phase (from 3 days for SC to 6 days for YPG). They were then diluted 1:10 in water. Ten microliters of aliquots were transferred onto SC agars supplemented with 5-FOA plus G418 (all assays) or 5-FOA only (selected assays). Plates were incubated and photographed after 24, 48, and 72 h. LOH mutants emerging on the selective agars were sufficiently discernible to a human eye making manual counting feasible. In addition to this assay, devised to identify only the LOH mutants, another one, devised to estimate densities of entire cultures, was carried out concomitantly. To this end, the LOH-accumulating cultures were diluted further and 10 µl samples of the final dilution, after sonication, were transferred on nonselective SC agar. They were calibrated to contain no more cells that could be individually discerned and counted (after forming colonies), usually 20–40. These counts served to estimate the number of cells exposed to the selective agents. The collection of all 160 marked strains was used in the described above screens after accumulating LOH mutants in the standard SC medium. The 32 BY/BY strains accumulated the mutants also in the mentioned earlier environments in independently inoculated replicate cultures (Fig. 1).

The collection of 23 strains was grown in the same way but the final replicate mutation-accumulation cultures were of 20 µl aliquots kept in round-bottom 96-well titration plates. There were 20 replicate cultures for each strain tested. The wells were thoroughly washed up and the entire content of a single well was overlaid on an individual agar plate with 5-FOA and geneticin. Counts of colonies were obtained by visual inspection.

### Estimation of the LOH rate

In the experiments involving the 32 strain set, only a sample of 1/200 of every replicate LOH-accumulating culture was exposed to selection to reveal the number of mutants present in it. We had to take such small samples because the frequency of LOH mutants was high and larger samples could not be processed in a high throughput manner, as too many mutant colonies would show up at every deposition spot. Proceeding from colony counts to rate estimates can be done in several ways. This could involve approximation of the number of mutant-free replicate cultures or calculating average mutant frequencies (Foster 2006). We reasoned that our data are better suited for the latter. Namely, a mean frequency of mutants within tested populations μ can be approximated as *μ* = *f/*ln(*N*μ), where *N* is the population size and *f* is the frequency of mutants (Drake 1991). To estimate *f*, we used our own measure of the central tendency in replicate counts. We ln-transformed nonzero counts, averaged them, and used this average as an exponent over *e* in a reverse transformation. The resulting value was then multiplied by the proportion of nonzero counts among all replicate cultures (to account for the zero counts). We attempted to avoid biases introduced by exceptionally large counts that would occur if an arithmetic average was used. We did not use a median because sometimes, although rarely, more than half of replicate counts were nulls. To provide examples of our intermediate estimates, for the SC growth medium, BY/BY strain and FG selective agar, the value of *N* was 2.2 × 10^7^ while *f* varied from 7.8 × 10^−6^ for the short arm of chromosome VI to 7.4 × 10^−4^ for the long arm of chromosome XII. To find 95% confidence limits of the final estimate of *μ*, we applied a standard bootstrap procedure in which counts were drawn at random, and then *μ* was calculated, 10,000 times for every estimated *μ*.

For the assays involving the collection of 23 strains, the FluCalc program (based on maximum likelihood calculations) was used; it provided both central tendencies and confidence limits of the LOH rate (Radchenko *et al.* 2018).

Statistical tests were conducted using the base R package with the addition of aov (2-way ANOVA with post hoc Tukey multiple comparisons), plyr (Pearson’s product moment correlation) as well as lm, scaled data, and step (multiple regression analyses). The drawing of plots was initiated with ggplot2 (Wickham 2016) and then finished with CorelDRAW 2019.

### LOH under starvation

Replicated stationary phase cultures of the 32 BY/BY single-arm marked strains were diluted 1:10 in water to create 200 µl starving cultures kept in 96-well flat-bottom plates. Plates were put into plastic bags (to contain evaporation but allow for some ventilation) and incubated at room temperature in the dark. The cultures were kept for the first 3 days undisturbed to condition them in the new environment. After that, an initial sampling was done by transferring 10 µl samples onto 2 selective agar plates, with 5-FOA and 5-FOA + G418, to detect LOH mutants. To estimate the density of entire cultures, samples of them were diluted appropriately so that possibly large but countable numbers of colonies were obtained on solid (nonselective) SC medium. Sampling was repeated after 7, 14, and 21 days of starvation.

To interpret correctly the described above experiment, we needed to know: (1) what were the relative plating efficiencies on the selective and nonselective media; (2) if there were any potential differences in sensitivity to starvation between the LOH mutants and wild types; (3) did uracil auxotrophy (in LOH mutants) have any impact on viability or plating efficiency. To answer these questions, we assembled a set of strains consisting of individual single-arm marked BY/BY strains accompanied by 3 LOH mutants derived from each of them (selected at random). An unmarked BY/BY progenitor strain (as it lacked *URA3* but did not undergo LOH) was also included. These strains were conditioned and starved in the way described above. They were sampled in a way enabling exact counts of colonies emerging on agar surfaces, that is, we followed the procedure developed for counting colonies on the nonselective SC medium. However, the samples were transferred on both the nonselective medium and the double selective medium, 5-FOA + G418.

### RNA extraction and transcriptome analyses

BY4743 (designated also as BY/BY in this paper), which is diploid and isogenic to our collection strain, was used to assay gene expression in several environments. Cultures were prepared in the same way as those used for LOH accumulation (200 µl aliquots in titration plates) but harvested in the advanced growth phase instead of the stationary phase. Two replicas of the tested strain were independently initiated and propagated in every tested environment. Total RNA was extracted with the RiboPure RNA Purification Kit. Libraries preparation and PE 150 sequencing was carried out by Novogene. About 20 mln read pairs were obtained per sample. Quality control of the reads was performed with fastQC v0.11.9 (Andrew 2010). Reads were then aligned to Ensembl release 100 *S.* *cerevisiae* genome with Hisat2 v2.1.0 (Kim *et al.* 2015). The resulting alignment files were sorted and indexed with samtools (1.9). Transcript quantification was performed with cuffquant/cuffnorm v2.2.1 (Trapnell *et al.* 2012). Gene count data normalization and differential expression analysis were performed in the EdgeR exact test (Robinson *et al.* 2010).

## Results

### LOH was more frequent in homozygotes than hybrids

We estimated the rate of LOH for 1 set of homozygotes and 4 sets of hybrids, each composed of 32 strains (Fig. 1). Cells were propagated under standard conditions and then LOH mutants were screened on 2 selective media, 1 with 5-FOA plus geneticin (FG), and 1 with 5-FOA only (F). The FG medium selected for the presence of *kan* but loss of *URA3.* On the F medium *URA3* was necessarily absent but *kan* was either present or absent. Estimates of the rate of LOH per single cell division are presented in Fig. 2 and Supplementary Table 3. As expected, LOH was detected more frequently when the markers resided on longer chromosomal arms. F and FG did not differ significantly, suggesting that the loss of chromosomes (detectable on F) was not a dominant source of LOH. In these 2 respects, all 5 genetic backgrounds yielded similar results. However, there was 1 and crucial difference between the 5 strains. The rate of LOH was highest in the homozygous BY/BY and it tended to decrease as the genetic distance between strains constituting a hybrid increased. The latter dependence is demonstrated by the pairwise comparisons reported in Fig. 2 and, in more detail, in Supplementary Table 4.

**Fig. 2.**
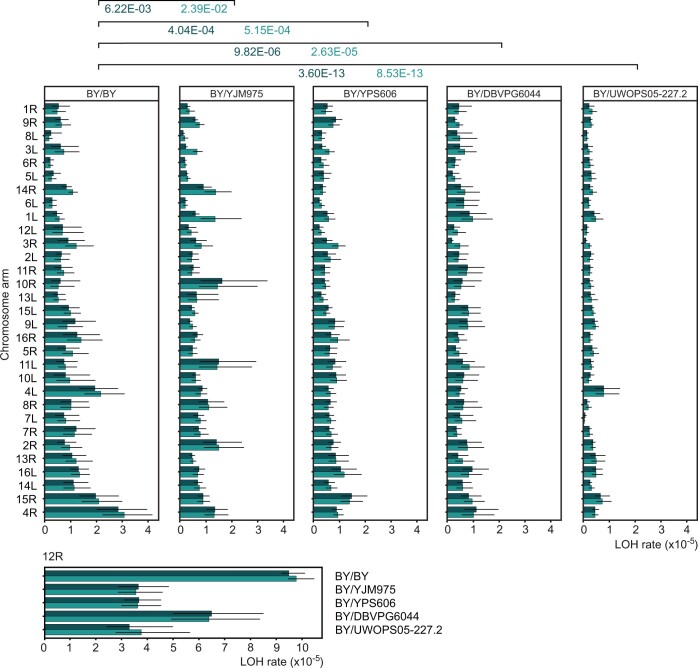
Rate of LOH events per cell division estimated for each chromosomal arm. Arms are ranked from the shortest (top) to longest (bottom) distance between the markers, the right arm of chromosome XII is depicted separately as an outlier. The hybrids are ordered according to an increasing genetic distance to BY. Dark bars show the rate and 95% confidence limits obtained from counts on the FG medium (recombination between a centromere and midpoint of every arm); light bars refer to the F medium (both recombination and chromosome loss). The top 31 arms in 5 strains were compared in a 2-way ANOVA, full results are presented in Supplementary Table 4. In this figure, only probabilities of the type I error associated with rejecting the null hypothesis of the equal rate of LOH in the homozygous and one of the hybrid strains are shown. LOH estimates with confidence intervals are listed in Supplementary Table 3.

We then sought to combine the reported above single-arm estimates into overall per-strain estimates. We did it only for the data obtained with the FG medium. The reason was that the loss-of-chromosome mutants were in a clear minority in our study and still rarer in the MA studies with which we compare our results. To start, we multiplied our original estimates by 2 as our assay uncovered only an estimated half of LOH events. (This is because a LOH-associated division of a +/− cell produces +/+ and −/− or +/+ and +/+ or −/− and −/− cells; 5-FOA allows for growth only when there is no active allele. Similarly, an expected half of chromosome losses is not seen.) We then summed the rates of LOH obtained for segments bordered by the *kan* and *URA3* markers. In the case of BY/BY, the rate of LOH events per 1 cell division when accounting for all 32 segments was 7.46 × 10^−4^. It equaled 5.53 × 10^−4^ after excluding 12R, which hosts the rDNA cluster where homologous recombination is unusually intense. The latter estimate appears more representative for the LOH rate typically encountered in the yeast genome. Considering that the 31 segments covered together 45.3% of the length of all 16 chromosomes, an extrapolated estimate for the whole genome amounted to 1.22 × 10^−3^ of LOH events per 1 division of a BY/BY cell. For YJM975, YPS606, DBPVG6044, and UWOPS05, it was 8.91 × 10^−4^, 8.17 × 10^−4^, 7.31 × 10^−4^, and 4.02 × 10^−4^, respectively. Note that these calculations were based on an assertion that the LOH events were distributed with equal density in the inward and outward parts of chromosomes.

### Shorter chromosome arms had a higher average density of LOH

Figure 3 shows average densities of LOH per 10 kb calculated individually for inner halves of arms without extrapolations on the unstudied distal halves. A clear pattern, supported by highly significant results of statistical tests, is easy to see: the shorter the arm the higher the rate of LOH events per unit length of the chromosome, irrespective of whether the FG or F medium is considered. It was found in 5 independently prepared and executed experiments, with 1 homozygous and 4 hybrid strains. The trend was not only regular but also strong, the LOH density was several-fold higher on the shortest arms than on the longest ones.

**Fig. 3.**
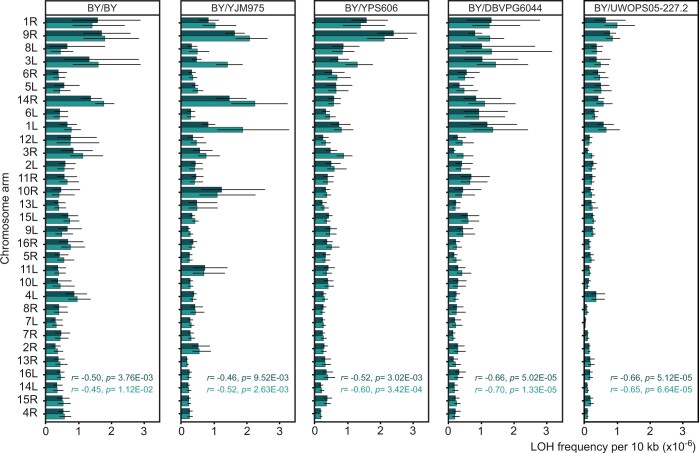
Average density of LOH events per 10 kb per cell division. (These are rates reported in Fig. 2 but divided by the physical distance between markers.) Pearson’s coefficients of correlation between the LOH density and the rank of chromosome length are shown together with the corresponding type I error estimates (not corrected for multiplicity of comparisons). LOH estimates with confidence intervals are listed in Supplementary Table 3.

### LOH was affected by repetitive elements but not intensity of transcription

We reasoned that the observed variation in the rate of LOH could be related to the burden of repetitive elements in the studied parts of chromosomes or to the intensity of metabolism affecting them (such as transcription). We selected several environments known to activate different sets of genes, resulting in pronounced shifts in the transcriptional intensity across chromosomal arms. Both the presence of repetitive sequences and the abundance of transcripts can be determined most straightforwardly for homozygotes, so we restricted our study to BY/BY. We cultured the collection of 32 strains in several media—SC at 30°C, SC at 37°C, SC at 30°C with NaCl, YPG at 30°C, YPD at 24°C, and YPD at 32°C—and scored colonies emerging on the FG selective medium. We then calculated arm-specific rates of LOH events per 10 kb (analogous to that shown in Fig. 3) in each of these environments. Such obtained rates of LOH were then analyzed as a variable dependent on several genetic determinants. Among them, there were densities (per 10 kb) of different repetitive elements present in every analyzed between-marker stretch of DNA. We also added a determinant variable that was obtained in this study. 

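Gene expression was assayed in BY4743, the diploid strain isogenic to the BY/BY collection, in 6 environments: SC at 30°C, SC at 37°C, SC at 30°C with 40 g/l of NaCl, YPG at 30°C with 3% glycerol, YPD at 24°C, and YPD at 32°C. Each environment had 2 independently propagated replicates, which gave 12 libraries from cultures harvested in the advanced growth phase. The sample labels give YPD as the medium of the YPG libraries while their titles and the paper give YPG, and these libraries were treated as YPG. The labels also call the libraries non-paired, while the paper describes paired-end reads. The authors checked the reads with fastQC, aligned them to the Ensembl yeast genome with Hisat2, and quantified genes with cuffquant and cuffnorm. They deposited a table of counts and a table of FPKM values with 7127 gene identifiers, 1 column per library. The counts are estimates that the authors scaled to a common library size, so that the libraries summed to between 13872996 and 14144527. In each library, between 74.2% and 82% of the values from 0.5 to 20 were whole multiples of the same step, the worth of 1 read. This step was between 0.907 and 1.13, which puts the read pairs counted on genes at 12400000 to 15500000 per library, with a median of 14200000. The remaining low values were not whole multiples, so the table was treated as normalized values and not as raw counts.
Of the identifiers, 6088 matched the annotation of the R64 reference genome, 5989 of them as nuclear protein-coding genes, and the remaining 1039 held a median of 1.35% of the counts of a library. Between 6339 and 6437 identifiers had a value above 0 in a library. The 50 genes with the highest mean count took between 10.5% and 24.5% of the counts. Replicates were compared on log2(count + 1) across 6082 genes with a mean of at least 10 counts, which are not independent replicates. Pearson's r between the 2 replicates of an environment was between 0.987 in SC with NaCl and 0.994 in YPD at 32°C, and the median absolute difference was between 0.08 log2 units in YPD at 24°C and 0.22 in SC with NaCl. *URA3* (YEL021W, chromosome V, 116167 to 116970) and *LEU2* (YCL018W, chromosome III, 91324 to 92418), both deleted in BY strains, were listed at 0 in all 12 libraries. *HIS3*, of which BY4743 carries a deletion allele, was not at 0 in any library, with environment means between 258 and 2574 counts. *LYS2*, which BY4743 keeps in a single copy, had environment means between 496 and 5832 counts, and *MET17* between 467 and 15264. The error given for a mean of counts or of transcription intensity is the SD of the 2 replicates.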

Specifically, we extracted mRNAs from cells grown in every environment. 

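The transcription of an arm was summed over the segment between its *URA3* and *kan* markers. The *kan* end of a segment was taken from the ORF that the cassette replaced, and the *URA3* end from the match of the primers to the R64 sequence or from the replaced ORF. On chromosome VI the listed ORF did not match the annotation, and YFR006W was taken because it gives the listed lengths. Of the 32 segments, 30 had the length listed in Supplementary Table 6 to within 1 bp, 6L and 6R among them by that choice, and the other two, 9R and 14R, were 36.1 and 57.3 kb long. The 31 segments without 12R were 33.6 to 547 kb long, covered 45.3% of the length of the 16 chromosomes, and held 2784 nuclear protein-coding genes by the gene's midpoint, from 14 to 266 per segment. In 16 of the segments the stretch between the markers included the centromere. Transcription intensity was the percent of all counts on nuclear protein-coding genes that fell on the genes of the segment, divided by its length in units of 10 kb.
The segment on the left arm of chromosome I, 1L, ran from 65549, which is 145 bp past the 3′ end of *CDC24*, to 137697, next to the *kan* replacement of *ERP2* (YAL007C, 137698 to 138345). It held 35 genes. In SC at 30°C, *CDC19* (YAL038W, 71786 to 73288), which encodes pyruvate kinase, had 121413 ± 263 counts (SD, n = 2) and made up 66.5% of the counts of the segment. *FUN12* (YAL035W, 76427 to 79435) followed with 11682 ± 245 counts (SD, n = 2), or 6.40%, and *PMT2* (YAL023C) with 3.04%.

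**Figure D1:**
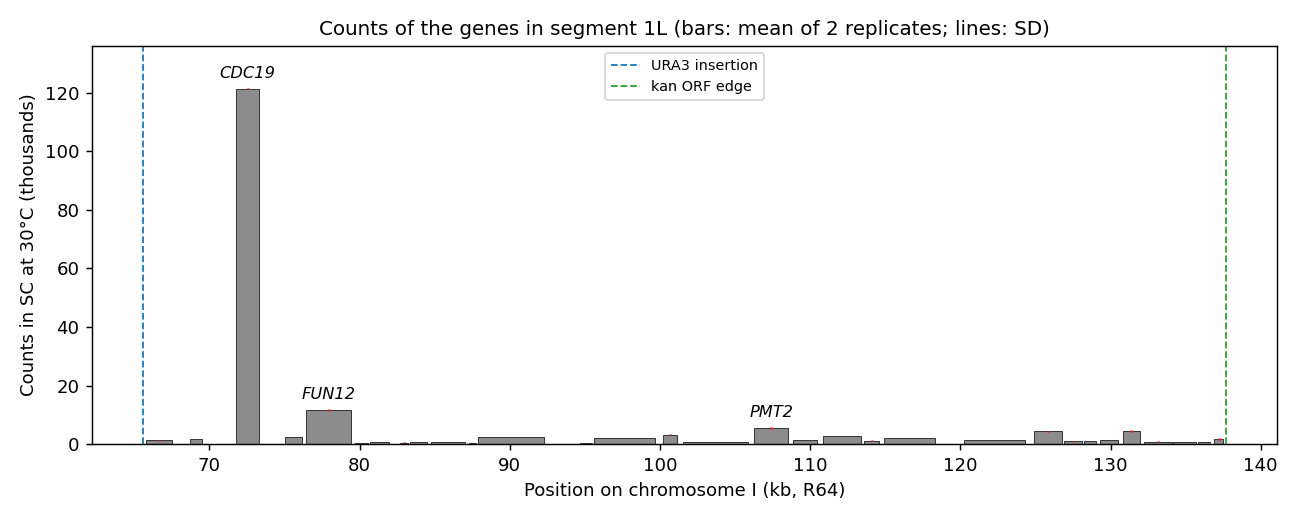
Counts in SC at 30°C of the 35 genes of segment 1L against their position on chromosome I (kb, R64). Bars are means of 2 replicates drawn over the length of each gene, red lines are SDs, and dashed lines mark the *URA3* insertion and the edge of the *kan* ORF; the bar of *CDC19* holds 66.5% of the counts.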

We then estimated how intense the transcription per unit length of a given chromosomal arm in every environment was (% of cellular mRNA produced within a given segment).

Figure 4 shows how the dependent variable (LOH per 10 kb) related to the determinant variables in a joint analysis of multiple regression (Supplementary Table 5). The rate of LOH changed in nonstandard conditions; in particular, it was considerably lower in SC at 37°C and SC at 30°C with NaCl. However, the pattern of negative relation between the LOH density and arm length was present in all environments tested, underscoring the generality of this finding. 

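The joint regression was fitted again by ordinary least squares to the LOH densities of Supplementary Table 6, with 31 segments in each of the 6 environments. The predictors were the environment, the mean transcription intensity of the segment in that environment, the densities per 10 kb of ARS, long terminal repeats, tRNA genes and LTR retrotransposons, and the presence of the centromere. The genetic elements were counted in the R64 annotation, which has no tandem repeats or meiotic hotspots, so these 2 predictors of the paper's model were not used here. The coefficient of transcription was 2.78e-06 LOH events per 10 kb per cell division for each percent of counts per 10 kb (standard error 1.34e-06, 95% confidence interval from 1.45e-07 to 5.42e-06, ordinary least squares p = 0.0387, n = 31 segments in 6 environments). A rise of 1 SD in transcription intensity, or 0.0287% of counts per 10 kb, corresponded to a change of 7.99e-08 in LOH density, whose mean was 6.46e-07. The partial r of transcription and LOH density was 0.156, and R² of the whole model was 0.477. Ordinary least squares counts the 6 measurements of a segment as independent. When whole segments were permuted (100000 permutations, two-sided), p of the transcription term was 0.0903. Leaving out 1 segment at a time, the coefficient no longer passed 0.05 in ordinary least squares for 6 of the 31 segments, and it was -2.02e-07 without 1R and 1.31e-06 without 1L. Among the alternative settings, the coefficient moved most with 12R included, to 6.29e-06 (ordinary least squares p = 0.00500, permutation p of whole segments 0.0601). With log10 of the length between markers as a further predictor it was 2.96e-06 (ordinary least squares p = 0.0162, permutation p of whole segments 0.0213). It no longer passed 0.05 with the environment as the only other predictor, where it was 9.40e-07. Nor did it with the share of FPKM values in place of counts, without the 50 genes with the highest mean count, or with the logarithm of LOH density, and the ordinary least squares p of these 4 settings was between 0.134 and 0.502 (n = 31 segments). The paper's reported coefficient of transcription is 9.371e-07 (standard error 6.156e-07, p = 0.12978 in Supplementary Table 5). The paper's transcription variable may be in another unit, so the sizes of the 2 coefficients need not be comparable.
In the same fit, the coefficient of ARS density was 1.59e-06 with a standard error of 3.86e-07, and that of LTR retrotransposons was 2.12e-06 with a standard error of 7.48e-07. The coefficient of the centromere was -2.04e-07 with a standard error of 8.37e-08. The ordinary least squares p of these terms was 5.8e-05, 0.00516 and 0.0158 (n = 31 segments in 6 environments). The densities of long terminal repeats and tRNA genes had coefficients of -2.38e-07 and 3.18e-07, with ordinary least squares p of 0.240 and 0.145 (n = 31 segments in 6 environments). Each of these predictors has the same value for a segment in all 6 environments, so these p-values count a segment 6 times. Whole segments were not permuted for these terms.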

No comparably clear conclusion emerged from an analysis of the intensity of transcription. Note that patterns of expression were considerably different between environments. 

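Differential expression was tested with limma (linear models with moderated variances and a mean-variance trend, all 12 libraries in 1 fit) on log2(count + 1) for the genes with a mean of at least 10 counts. Fold changes are on this scale, which understates the change of genes with low counts. Compared with SC at 30°C, the Benjamini-Hochberg adjusted p of limma was under 0.05 for 1425 genes in SC at 37°C (722 higher and 703 lower) and 4923 genes in SC with NaCl (2054 higher and 2869 lower). In YPG, 4066 genes differed (1710 higher and 2356 lower). In YPD, 3406 genes differed at 24°C (635 higher and 2771 lower) and 2326 genes at 32°C (1017 higher and 1309 lower). Between YPD at 24°C and YPD at 32°C, 3000 genes differed (408 higher and 2592 lower at 24°C). In at least 1 of the 5 comparisons with SC at 30°C, 5799 genes (95.3%) differed, and in all 5 of them 540 genes. A difference of at least 1 log2 unit between environment means was found for 243 genes in SC at 37°C, 2920 in SC with NaCl, 1530 in YPG, 840 in YPD at 24°C and 564 in YPD at 32°C. The libraries of SC at 30°C and SC at 37°C with the same replicate number deviated together from their environment means (r = 0.213 across genes), and with the replicate number as a block 1455 genes differed between these environments, 1392 of them shared with the fit without the block. The setting that moved the count of SC at 37°C most, median-of-ratios scaling of the libraries, was chosen after the data were seen and gave 1797 genes, 1384 of them shared. The median log2 difference of all tested genes was -0.22 in SC with NaCl, -0.11 in YPG, -0.29 in YPD at 24°C and -0.26 between YPD at 24°C and YPD at 32°C, and this scaling moved these medians to between -0.02 and 0.01. It raised the share of higher genes among those that differed from 18.6% to 48.6% in YPD at 24°C against SC at 30°C, and from 13.6% to 50.7% in YPD at 24°C against YPD at 32°C, and lowered it from 50.7% to 45.6% in SC at 37°C. Of the 3406 and 3000 genes that differed in the 2 comparisons of YPD at 24°C, 2367 and 1652 also differed with this scaling.
Genes known to respond to each environment were listed before the data were examined, and the number called was the same whether p was adjusted over all tested genes or over the list alone. Of 6 heat genes, 4 differed at 37°C (3 higher and 1 lower). The count of *HSP82* (YPL240C, chromosome XVI, 96496 to 98625), which shares sequence with its paralog *HSC82*, was 16078 ± 772 (SD, n = 2) at 37°C and 3693 ± 289 at 30°C in SC, a log2 fold change of 2.12 (standard error 0.15, adjusted p = 1.4e-07 from limma). *SSA4* was lower at 37°C, with a log2 fold change of -0.45 (adjusted p = 0.020 from limma). Of 6 salt genes, 5 differed in SC with NaCl (4 higher and 1 lower), among them *STL1* (YDR536W, chromosome IV, 1508005 to 1509714), with 38648 ± 4843 counts against 218 ± 22.6 and a log2 fold change of 7.46 (standard error 0.16, adjusted p = 1.5e-14 from limma). *HXT1* fell by 0.73 on the log2 scale. All 9 glycerol genes differed in YPG (8 higher and 1 lower). *PCK1* (YKR097W, chromosome XI, 631152 to 632801) had 50380 ± 2744 counts in YPG against 152 ± 20.7 in SC at 30°C, a log2 fold change of 8.37 (standard error 0.11, adjusted p = 5.4e-16 from limma), while *HXT2* fell by 2.39 on the log2 scale. Of 4 cold genes, 2 were higher in YPD at 24°C than at 32°C, *TIP1* (YBR067C, chromosome II, 372103 to 372735) with a log2 fold change of 2.45 (standard error 0.09, adjusted p = 1.7e-10 from limma) and *TIR2* with 1.41. With median-of-ratios scaling, the log2 fold changes of *HSP82*, *STL1*, *PCK1* and *TIP1* were 2.1, 7.66, 8.49 and 2.71.
The 2 genes with the largest rise and the 2 with the largest fall were then taken from each comparison. The largest falls were those of *LYS20* (log2 fold change -3.93) and *LYS9* (-3.91) in SC at 37°C, and of *ZPS1* (-8.64) and *FIT2* (-8.17) in YPD at 24°C. They were those of *FIT2* (-8.56) and *ZPS1* (-7.69) in YPD at 32°C, and of YOR387C (-9.83) and *ZPS1* (-7.74) in YPG. In SC with NaCl they were those of YOR387C (-7.88) and YGR259C, an identifier outside the annotation that was listed at 0.00024 and 0.00014 counts in the NaCl libraries and at 231 and 200 in SC at 30°C. The largest rises were those of *SPL2* (6.69) and *PHO84* (5.71) in YPD at 24°C, of *SPL2* (6.23) and *PHO89* (5.78) in YPD at 32°C, and of *PCK1* and *SFC1* (7.63) in YPG. *TPO2* rose at 37°C (3.09), as did the mitochondrial gene *AI2*, which was listed at 0 in both libraries of SC at 30°C and at 4.10 and 13.3 counts at 37°C. *HYP2*, which has the paralog *ANB1*, was listed at under 0.0001 counts in each library of SC at 30°C and at 5008 and 4576 in SC with NaCl. YEL034C-A, an identifier outside the annotation, was listed at 25125 and 22944 in SC at 30°C and at 11403 and 8930 in SC with NaCl. Whether reads were assigned differently between these 2 identifiers was not tested, so the rise of *HYP2* is one of listed values. *DDR2* rose in SC with NaCl from 0 in both libraries of SC at 30°C to 1886 and 1483. Between YPD at 24°C and YPD at 32°C, *STR3* (-4.97) and *ARG3* (-4.91) fell most, and YCR087C-A and the mitochondrial 15S_RRNA rose most, the former with replicates of SC at 30°C as far apart as 20.8 and 87.8 counts.

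**Figure D2:**
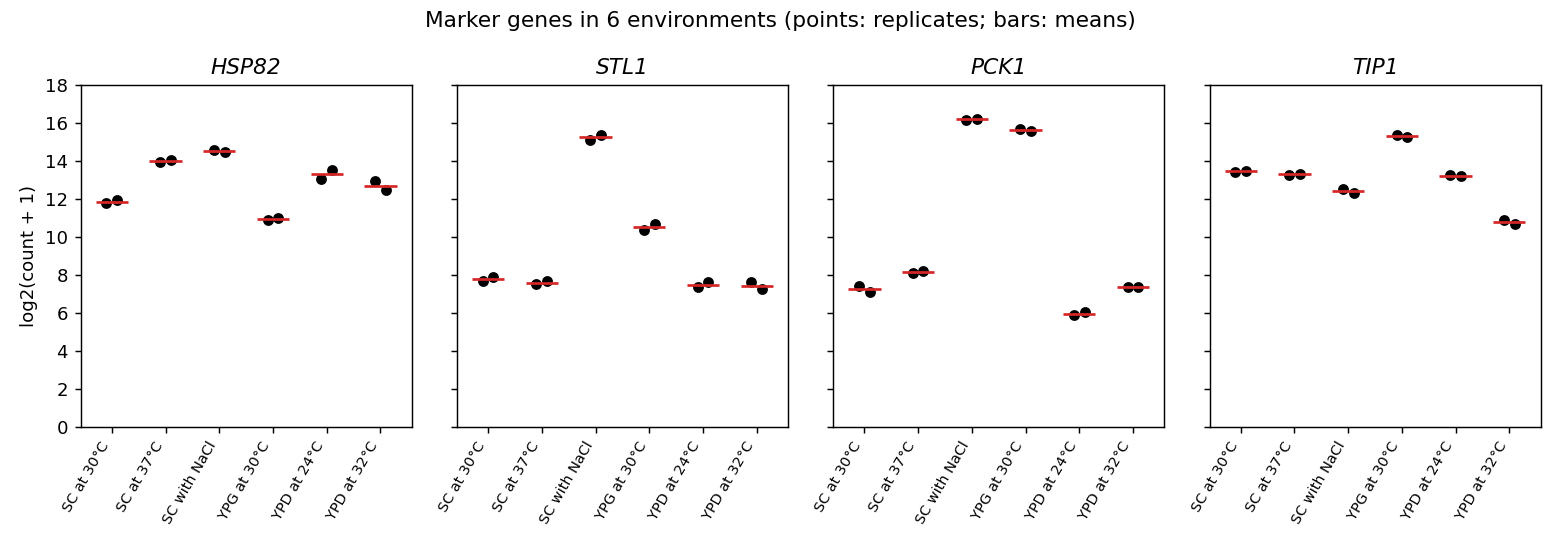
log2(count + 1) of *HSP82*, *STL1*, *PCK1* and *TIP1* in the 6 environments. Points are the 2 replicates of an environment and red bars their means; the replicates lie closer together than the environments that the log2 fold changes of 2.12 (*HSP82*), 7.46 (*STL1*), 8.37 (*PCK1*) and 2.45 (*TIP1*) compare.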

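The transcription intensity summed over the genes of a segment shifted between environments. All 31 segments differed among the 6 environments in limma's moderated F test on log2 of the intensity, with a largest Benjamini-Hochberg adjusted p of 0.00068 (15R), and as many did with the replicate number as a block. The ratio of the highest to the lowest environment mean of a segment was 1.54 at the median and between 1.09 (15R) and 2.62 (1L). It was at least 1.5 in 17 segments and at least 2 in 6 segments. The largest ratio between 2 replicates of the same environment was 1.17 over all segments, and the median over segments of the largest such ratio was 1.05. Without the 50 genes with the highest mean count, the alternative that moved it most, 11 segments had a ratio of at least 1.5. In 1L, the intensity was 0.0817% of counts per 10 kb in SC with NaCl and 0.214% in YPD at 24°C, and the count of *CDC19* was 17313 ± 597 (SD, n = 2) in SC with NaCl. Without the 50 genes, among them *CDC19*, the intensity of 1L was only between 0.0726% (SC with NaCl) and 0.0785% (YPD at 32°C). In 6L, the intensity was lowest in YPD at 24°C (0.0533%) and highest in SC with NaCl (0.120%), where *HSP12* (chromosome VI, 107256 to 107585) made up 57.2% of the counts of the segment. Without the 50 genes, which do not include *HSP12*, the intensity of 6L was 0.0709% in YPD at 24°C and 0.135% in SC with NaCl. Across segments, the intensities of a pair of environments had a Spearman rho between 0.366 (SC with NaCl and YPD at 24°C) and 0.939 (SC at 30°C and SC at 37°C), against 0.986 to 0.996 between replicates.

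**Figure D3:**
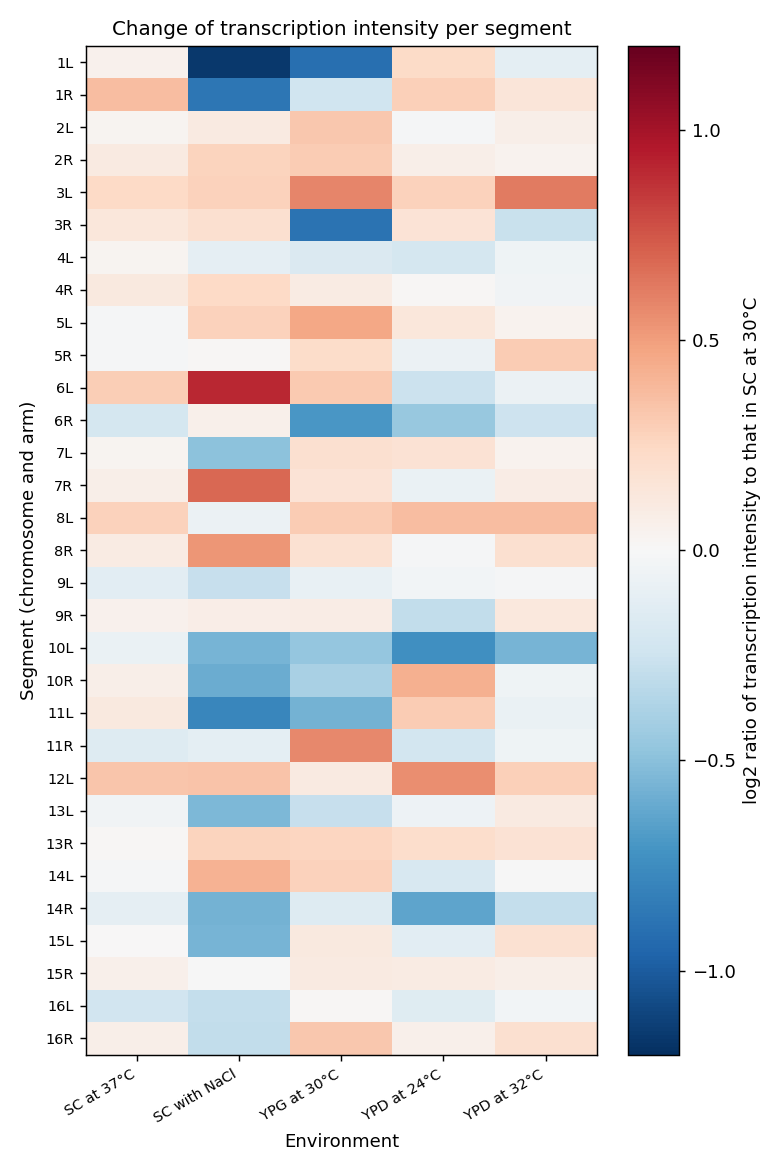
log2 ratio of the mean transcription intensity of each of 31 segments (named by chromosome and arm) to its mean in SC at 30°C, for the other 5 environments; red is higher and blue lower than in SC at 30°C. The darkest cells are in the columns of SC with NaCl and YPG, and 15R, with a ratio of 1.09 between its highest and lowest environment, is pale throughout.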

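In SC at 30°C, transcription intensity was highest on 1L, at 0.182 ± 0.000571% of counts per 10 kb (SD, n = 2), and lowest on 9R, at 0.0424 ± 0.00110%, a 4.3-fold difference. The ratio of the highest to the lowest segment was 4.29 in SC at 37°C, 3.12 in SC with NaCl, 4.33 in YPG, 6.20 in YPD at 24°C and 3.93 in YPD at 32°C. The highest segment was 1L in SC at 30°C, SC at 37°C and both YPD environments, 3R in SC with NaCl (0.140 ± 0.0103%) and 7L in YPG (0.135 ± 0.00540%). The median ratio over the 6 environments, 4.3, was moved most by the use of FPKM values, to 5.50, and was 3.19 without the 50 genes with the highest mean count, where 1L ranked 21 of 31 in SC at 30°C.
LOH density was compared with transcription intensity across the 31 segments of each environment by permutation tests (100000 permutations, two-sided), with Benjamini-Hochberg adjustment over the 6 environments. Spearman's rho was -0.218 in SC at 30°C (permutation p = 0.236, adjusted p = 0.473), -0.0548 in SC at 37°C (p = 0.770, adjusted p = 0.770), and -0.233 in SC with NaCl (p = 0.204, adjusted p = 0.473). It was -0.271 in YPG (permutation p = 0.139, adjusted p = 0.473), -0.138 in YPD at 24°C (p = 0.460, adjusted p = 0.689) and -0.0649 in YPD at 32°C (p = 0.729, adjusted p = 0.770). Pearson's r was 0.0168 in SC at 30°C (permutation p = 0.926), -0.129 in SC at 37°C (p = 0.478) and -0.148 in SC with NaCl (p = 0.429). It was -0.156 in YPG (permutation p = 0.383), 0.182 in YPD at 24°C (p = 0.295) and 0.325 in YPD at 32°C (permutation p = 0.0714). The adjusted p was 0.428 in YPD at 32°C and between 0.573 and 0.926 elsewhere. Without the 2 segments farthest from the median intensity, r was 0.0643 in SC at 30°C, -0.285 in SC at 37°C, -0.162 in SC with NaCl, -0.0517 in YPG, 0.154 in YPD at 24°C and -0.372 in YPD at 32°C (permutation p = 0.0469, adjusted p = 0.281). Without the 50 genes with the highest mean count, r was 0.364 in YPD at 24°C (permutation p = 0.0468) and 0.410 in YPD at 32°C (permutation p = 0.0359), each with an adjusted p of 0.140. With the length between markers held constant, the partial rho was positive in SC at 37°C (0.0534), SC with NaCl (0.0983), YPD at 24°C (0.101) and YPD at 32°C (0.124), and its adjusted p was between 0.930 and 0.960 in the 6 environments. With 12R included, rho was 0.0169 in SC at 37°C and 0.0125 in YPD at 32°C.

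**Figure D4:**
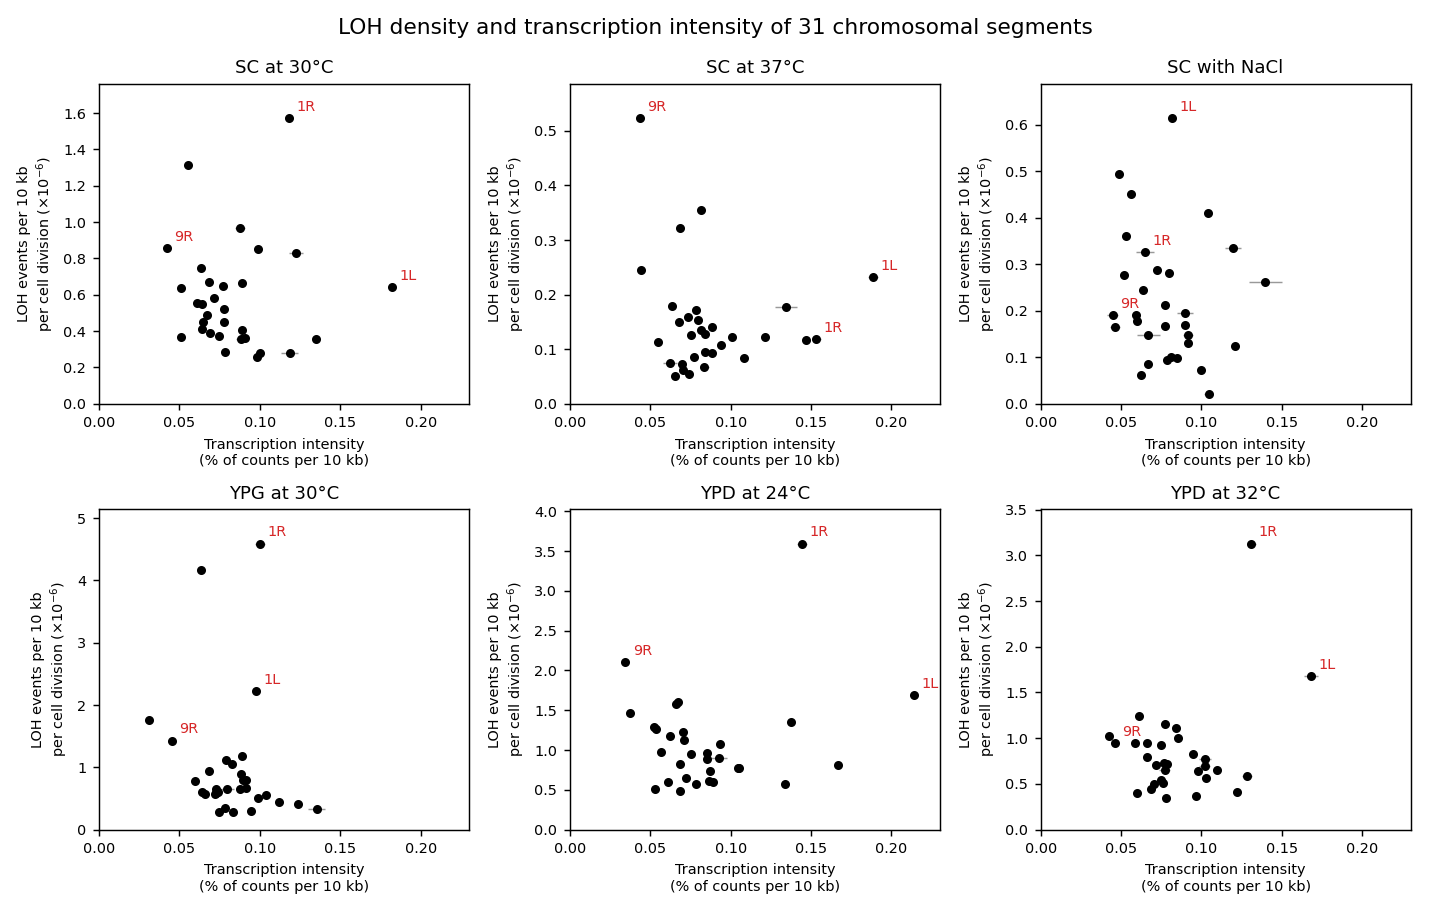
LOH density (events per 10 kb per cell division, Supplementary Table 6) against transcription intensity (percent of counts per 10 kb) of 31 segments, 1 panel per environment. Points are segments, horizontal lines are the SD of 2 replicates, and 1L, 1R and 9R are named; the adjusted p of Spearman's rho is between 0.473 and 0.770 in the 6 panels.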

Within a single environment, the intensity of transcription was often several-fold higher on some chromosome arms than on others but this variation appeared to be statistically neutral for LOH. Indeed, even a quick visual inspection of Fig. 4 indicates that the pattern of decreasing LOH rate with an increasing arm length (left panel) is not reflected in the relative transcription intensity (middle panel). 

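The length between markers was compared with transcription intensity across the same 31 segments, with permutation tests and adjustment over the 6 environments as above. Spearman's rho was positive in each environment, with 0.346 in SC at 30°C (permutation p = 0.0576, adjusted p = 0.173), 0.250 in SC at 37°C (p = 0.175, adjusted p = 0.253), and 0.503 in SC with NaCl (p = 0.00442, adjusted p = 0.0265). It was 0.312 in YPG (permutation p = 0.0879, adjusted p = 0.176), 0.211 in YPD at 24°C (p = 0.253, adjusted p = 0.253) and 0.228 in YPD at 32°C (p = 0.217, adjusted p = 0.253). Pearson's r was 0.352 in SC with NaCl (permutation p = 0.0507, adjusted p = 0.272), and 0.310 in YPG (permutation p = 0.0907, adjusted p = 0.272). It was 0.0699 in SC at 30°C (permutation p = 0.707), -0.00125 in SC at 37°C (p = 0.995), -0.00338 in YPD at 24°C (p = 0.985) and 0.0439 in YPD at 32°C (p = 0.813). The adjusted p of these last environments was 0.995. The paper describes the variation in transcription between arms as apparently neutral for LOH and, from a look at Fig. 4, sees no counterpart in transcription of the fall of LOH with arm length.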

Regarding the relation between the density of LOH and the density of selected genetic elements, the results were mixed. The selection of elements was based on earlier studies that, sometimes though not always, had linked them to LOH (see *Discussion*). There was a considerable variation in the distribution of those elements on the studied chromosome segments. However, associations were not always statistically significant (Fig. 4). Statistically significant and positive associations with LOH were found for ARS, LTR retrotransposons (including inverted Ty elements), and meiotic hotspots.

**Fig. 4.**
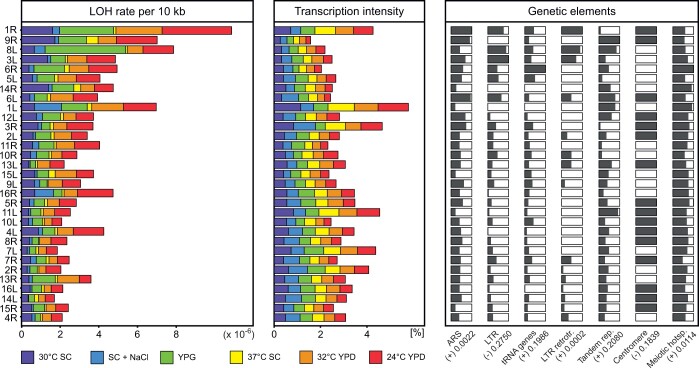
Environmental and genetic determinants of the density of LOH events (per 10 kb per cell division). Estimates of the dependent variable (LOH density) are collected in the left graph (see Supplementary Table 6). One potential determinant of LOH density is the intensity of transcription (amount of mRNA per 10 kb of a tested region). The length of bars illustrates the relative intensity of transcription calculated separately for each environment. The right panel refers to genetic elements as potential determinants. Relative abundance of a particular genetic element is shown as a gray field within a bar, an arm with the highest density is full gray. The numbers under it refer to the type I error associated with coefficients of multiple regression, signs in parentheses show the direction of associations.

### LOH incidence was affected by the proximity of telomeres and centromeres

As reported above, we found that LOH was distributed more densely on short chromosomal arms (Fig. 3). Those arms also tended to have a higher density of the genetic elements positively associated with LOH (Fig. 4). It was therefore unclear whether the length of an arm would remain such a strong (if any) determinant of LOH if those elements were absent. A way to circumvent this problem would be to show that not the shortness of an arm in itself but the proximity of its centromere or telomere was actually critical. To test this conjecture, we looked for stretches of DNA that would be appropriately long and completely free of the reported above destabilizing elements. Such regions were scarce, absent on several arms, while occurring only once or a few times on others. This constrained our choice but did not invalidate our objective as not the identity of a chromosome but the impact of the distance to its ends was of interest. We also wanted the target regions to be flanked by genes that have no strong phenotypic effects, especially those related to genome stability. The reason was that we planned to have one of them replaced by the *kan* marker (at the end closer to a centromere) and the other by the *URA3* marker (at the end closer to a telomere).

A final collection was composed of 23 chromosomal segments of about 40 kb that were marked on both ends as planned and located at different distances to either centromeres or telomeres. They were then assayed for LOH on the FG (5-FOA and geneticin) medium. Results are summarized in Fig. 5. The 2 graphs show the LOH rate estimates for the same set of segments but arranged in 2 different ways, according to their distance to either a telomere or a centromere. Both criteria appear to matter. Events of the within-segment recombination (or truncation) were up to several-fold more frequent in regions close to telomeres. Not necessarily very close, however, as the unstable regions spanned for tens of thousands of base pairs (Fig. 5a). Regarding centromeres, an equally strong, but opposite effect was seen. It was most visible for the LOH target sites located especially close to that end of an arm (Fig. 5b). The identity of a particular chromosome, or its arm, did not appear to be of importance.

**Fig. 5.**
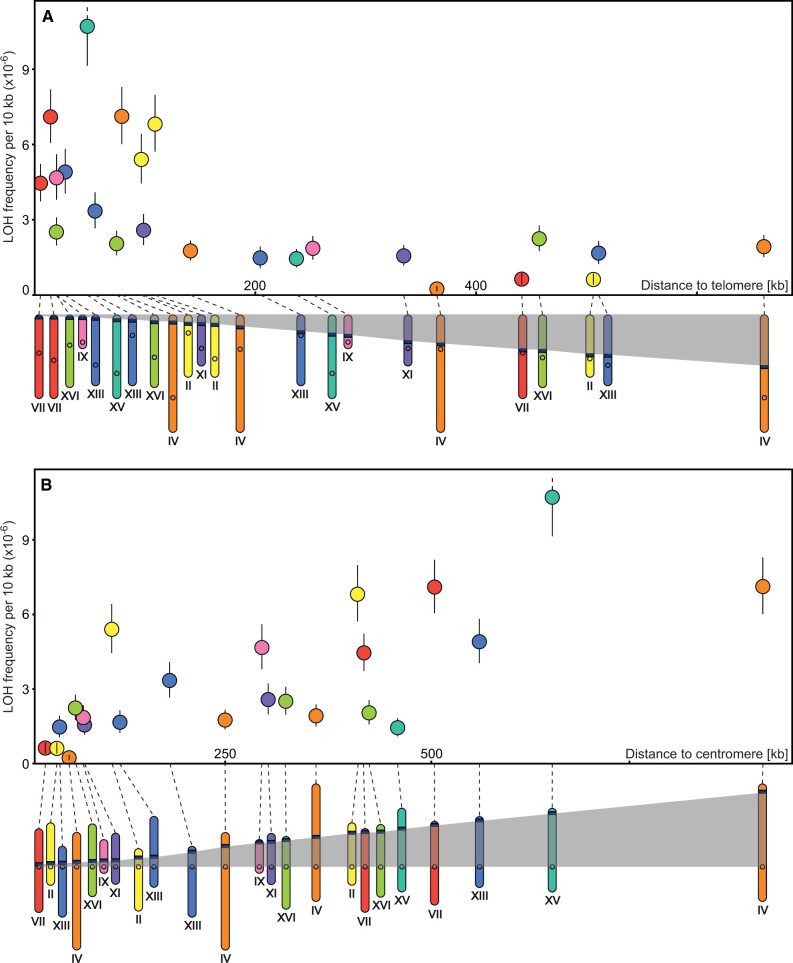
Incidence of LOH in the collection of 23 strains marked at variable positions in a subset of chromosomes. Portions of chromosomes colored in dark blue identify segments of about 40 kb bordered by *kan* (resistance to geneticin, the end toward a centromere) and *URA3* (sensitivity to 5-FOA, the end toward a telomere), circles represent centromeres. Estimates of the LOH rate were obtained after selection on medium containing both geneticin and 5-FOA. a) Segments ordered according to their proximity to a telomere (Spearman’s rank coefficient *r*_s_ = −0.714; *n = *23; *P = *0.00019). b) The same segments ordered according to their proximity to a centromere (Spearman’s rank coefficient *r*_s_ = 0.708; *n = *23; *P = *0.00023).

This experiment applied a classic fluctuation test in which entire mutation-accumulating cultures were plated on a selective medium, all emerging colonies were counted, and the mutation rates were calculated with an ML method. Such a workload would be hardly possible for all the described above (and below) experiments involving the other strain collections (Fig. 1). In those experiments, only small portions of cultures were plated and the mutation rate was calculated differently. It is worth noting that both approaches yielded similar results and thus validated each other. This can be seen by comparing the *Y*-axes in Figs. 3 and 5. (Regions close to telomeres are associated with very high rates but were assayed only in this experiment and the high scores obtained for them do not appear in assays involving the collection of 32 BY/BY strains.)

### LOH is infrequent but detectable in nongrowing cells

We also asked how intense can LOH be in nongrowing cells. In this experiment, we used the original collection of 32 marked BY/BY strains. We diluted stationary phase cultures in water 1:10, let them adjust to these starvation conditions, and then sampled them 4 times. Setting the initial populations’ sizes at 1, the proportion of viable cells after 7, 14, and 21 days was 0.824, 0.499, and 0.332, respectively. Thus, the effect of starvation was considerable but not extreme, as planned. Most importantly, we found that the frequency of the LOH mutants among viable cells tended to increase over time. Figure 6, a and b demonstrates that the increase was remarkably universal and regular: (1) it was seen on both the FG and F selective media; (2) all tested strains accumulated LOH mutants; and (3) the ranking of chromosomal arms, according to their LOH frequency, remained nearly unchanged through starvation. This pattern suggests the gradual accumulation of new mutants in all strains over the entire period of starvation. One alternative (although rather unlikely) explanation could be that the LOH mutants tended to survive better than the original cells. Figure 6c shows that this was not the case. Another explanation, again highly hypothetical, would be that the selective drugs added to medium tended to uphold plating efficiency of the starving LOH mutants, and increasingly so with the passing time. Figure 6d shows that there was no such effect. (The visual perception of a lack of change in proportions over time in Fig. 6, c and d was confirmed by formal statistical analysis, Supplementary Table 7.) For all these reasons, we believe that we observed genuinely new LOH mutants emerging over the time of starvation. Whether this meant that the starving cell underwent complete LOH or rather accumulated alterations that resulted in LOH upon restarting growth remains unknown. Such a distinction is not necessary to ask about the potential impact of LOH in nongrowing cells on the genetic structure of yeast populations. To this end, we regressed the frequencies of mutants in every strain over time with a unit period of 2 h. The resulting estimate was equal to the chance that a single nongrowing cell turned into a mutant one over the time required for a cell doubling (roughly 2 h under standard conditions). We summed 30 estimates for individual between-marker stretches (the right arm of chromosome XII was excluded deliberately, the right arm of chromosome XIII was lost accidentally) and compared the result with its analog derived for the growing BY/BY. This led us to a conclusion that the nongrowing cells experienced LOH at a considerably lower rate, 26.2 times or 26.4 times per unit time, depending on whether the F or FG medium was used for screening mutants.

**Fig. 6.**
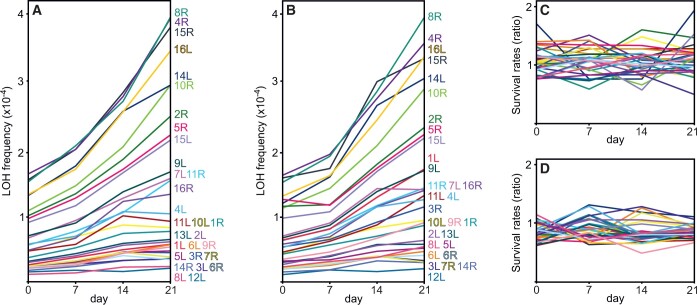
LOH in nongrowing (starving) cells. Proportion of LOH mutants among alive cells when the mutants were recovered on the F selective medium (a) or on the FG medium (b). The 2 further graphs demonstrate that the observed increase in mutant frequency was not caused by their better survival or higher plating efficiency on selective media. c) Survival rates of the LOH mutants divided by the survival rates of their progenitor strains remained constant over the course of experiment. d) Survival of the LOH mutants alone when tested on the selective FG vs nonselective medium (ratio of counts) also remained unchanged. The observed smoothness of lines shown in (a) and (b) when compared with (c) and (d) resulted from a much higher number of replicates, 30 vs 3, respectively (see *Materials and methods*).

## Discussion

We placed selectable loci at every chromosome arm in several yeast strains and then measured the rate of phenotypically detectable LOH in several environments. This enabled us to discover several new aspects of LOH in yeast that were not detected in the older phenotype-based studies and would be difficult or sometimes impossible to find in the newer sequence-based ones. One basic question about LOH is, obviously, its frequency. Early studies used a single marker locus to address this matter. For example, it has been found that crossing-over between *CAN1* and a corresponding centromere occurs at a rate of 1.2 or 1.4 × 10^−5^ per mitotic cell division (Hartwell and Smith 1985; Klein 2001). The stretch of DNA on which these cross-overs happen lies on the short arm of chromosome V and constitutes about 1% of all nuclear DNA. Therefore, inferred genomic rates would be 1.21 × 10^−3^ and 1.41 × 10^−3^, respectively. Two other studies have focused on different single loci located on the long arm of chromosome IV. The derived estimates of the genomic rate of LOH through crossing-over have been found noticeably close to each other, 6.8 × 10^−4^ or 6.2 × 10^−4^, but about 2 times lower than those reported for *CAN1* (Andersen *et al.* 2008; Charles and Petes 2013). The *MET15* locus (on the long arm of chromosome XII) has suggested a considerably higher estimate of the genomic rate of crossing-over, 6.2 × 10^−3^ (Andersen *et al.* 2008). As those studies have not involved hybrids, their results should be compared with that of ours which relate to the homozygous BY/BY. Specifically, the value of 1.22 × 10^−3^, derived in a way described in *Results*. It is closer to the lower bound of the just mentioned estimates, which is understandable as it was based on the inner parts of chromosomes and did not account for the right arm of chromosome XII which contains the rDNA region and is known for an outstandingly high rate of homologous recombination. The observation that the rates of LOH are high on the short arm of chromosome V and low on the long arm of chromosome IV fits the reported here general pattern of negative correlation between the length of a chromosomal arm and density of mitotic recombination. More recent studies, those starting with long-term MA, have sought to estimate the genomic rate of LOH (in hybrids, by design) through analysis of DNA sequence. Most studies of this type have found the genomic rate of terminal LOH to be between 4 × 10^−4^ and 2.8 × 10^−3^ (O’Connell *et al.* 2015; Dutta *et al.* 2017; James *et al.* 2019; Pankajam *et al.* 2020; Sui *et al.* 2020). In one experiment, in which multiple hybrid strains were used to accumulate mutations, the rate of terminal LOH varied from 1.5 × 10^−3^ to 2.5 × 10^−2^. The latter estimate is higher than typically met. It may mean that the mitotic stability of the yeast genome is considerably lower in some strains (Dutta *et al.* 2021). All estimates presented in our study, 1 for homozygous and 4 for hybrid strains, overlap with those reported by most of the MA studies. A cautionary note should be added. We worked with data obtained for the inner halves of chromosomes. The figures would be somewhat higher if the more unstable outer regions were accounted for. However, it appears that any final estimate of the terminal LOH rate would be augmented by just a fraction, and not very large, of its present value.

An important advantage of the method used here was its applicability to a homozygous strain. BY/BY had the highest rate of LOH, nearly 2 times as high as that of some hybrids. This strain had also the highest excess of LOH on the long arm of chromosome XII, suggesting that strict homozygosity boosts homologous recombination in the rDNA region (Fig. 2). These observations imply that even relatively small sequence divergence may increase the proportion of unsuccessful resolutions of recombination events and thus lower the chance of postmitotic survival. Such complications are known to happen when the cell division is meiotic and sequence divergence large (Greig *et al.* 2003; Liti *et al.* 2006; Bozdag *et al.* 2021). Although we believe that the demonstrated here negative correlation between the sequence divergence and the rate of LOH can be of general applicability, we note that a seemingly opposite result was reported, i.e. the terminal LOH was more frequent in highly divergent hybrids (Dutta *et al.* 2021). It was actually true for some of the most heterozygous strains only, any overall tendency would be hard to discern. Still, claims about generality of either of the opposite patterns need to be made carefully.

We found that the average rate of LOH was considerably higher for shorter chromosomal arms. In an independent experiment, we demonstrated that the rate of LOH could be high also on long chromosomal arms but in regions close to their telomeres. The segments of an enhanced LOH appeared to be fairly large. They possibly extended over distances no smaller than halves of the short chromosomal arms and this could be why the average rate of LOH was higher for them. If so, it would mean that the proximity of a telomere was more consequential than the proximity of a centromere for the final LOH rate on short arms. It is not obvious what particular mechanism(s) was responsible for that. The simplest explanation would be that the density of initial damages to DNA is highly uneven. It cannot be excluded that they were more frequent close to telomeres even though the regions studied by us were usually separated from the intensely processed stretches of repeated fragments by at least several coding sequences. On the other hand, sequences adjacent to a centromere might be more protected after adopting more compact forms of chromatin. Alternatively, it is possible that the incidence of DNA damage was rather homogeneous but the efficiency or mode of DNA repair varied systematically. For example, damages in terminal regions might have been more often repaired with a nonsister template which is a prerequisite for a recombination event to be detectable. Even a relatively small bias would be consequential because typically sister chromatids provide repair templates at least 10 times more frequently than nonsister ones (Jinks-Robertson and Petes 2021). Repairs through break-induced recombination are believed to be considerably less frequent than those leading to cross-overs or gene conversions (Pham *et al.* 2021) but they appear to be easier to complete when the end of a chromosome is near and this could also contribute to the observed pattern. Finally, it is possible that repairs were relatively often not finished and a progeny cell received a truncated chromosome. Such a cell would be less harmed by a negative effect of haploinsufficiency if the lacking segment was short. That is, truncation of a shorter arm would not be punished severely by natural selection, providing a chance for an eventual repair before one of the next divisions. All these scenarios are admittedly only hypothetical. However, considering them all may help to interpret existing data and advise on future research.

We also tested for possible associations between the rate of LOH and the distribution of repetitive genetic elements. In choosing these elements, we followed previous studies reporting that such associations have been at least sometimes seen (Rattray and Symington 1993; Aguilera *et al.* 2000; Gelfand *et al.* 2007; Mancera *et al.* 2008; Chan and Kolodner 2011; Symington *et al.* 2014). In those studies, however, the elements promoting destabilization were typically close to the loci serving to detect it. In our study, the potentially destabilizing elements were placed on a long tract of DNA, between a centromere and the center of a chromosome arm, and assumed to contribute their effects additively. Therefore, it is worth noting that some of the searched associations were detectable still, demonstrating that the impact of repetitive elements on LOH could be felt on the scale of whole chromosome arms. The positive correlation with the density of meiotic hotspots is an ambiguous result. On the one hand, they might contribute by accidental initiation of recombination in mitosis. On the other, they have to be more densely distributed on shorter arms to ensure initiation of chiasmatic connections there, and thus the uncovered by us relation could be spurious (Murakami *et al.* 2020).

Another possible LOH factor is transcription intensity (Aguilera 2002). In our study, there were several-fold differences between chromosomal arms and environments in the amount of RNA transcribed over a unit length of DNA. If this activity affected the rate of LOH as effectively as the presence of repetitive elements, a statistically significant correlation would likely emerge. One explanation of a nonsignificant result could be that the interfering effect of transcription is restricted mostly to the time of DNA synthesis. It has been reported that the RNA-transcribing complex can interact with the 1 replicating DNA and that such encounters elevate the rate of LOH (Liu *et al.* 2021). In our experiment, mRNA transcripts were collected from cells undergoing all phases of the cell cycle and those specific for the S phase might have been overcrowded by other ones. Our findings may be interpreted as supporting the view that the separation of strands and then adoption of one of them as a template for transcription are in themselves neutral for LOH as long as they proceed undisturbed by, for example, replication of DNA.

Both point mutations and chromosomal mutations are typically seen as resulting from inaccurate replication and division of genetic material. This could suggest that both phenomena are confined to the process of cell proliferation. In the case of mutation, it has been shown that accumulation of mutations over many generations, known as a molecular clock, cannot be explained only by the number of cell divisions but also the average cell lifespan (Gao *et al.* 2016, 2019). There are also experimental studies, including those using the budding yeast, reporting that cells undergoing quiescence/starvation accumulate mutations at enhanced rates and with possibly altered spectra (Greene and Jinks-Robertson 1999; Heidenreich and Wintersberger 2001; Halas *et al.* 2009; Skoneczna *et al.* 2015).

Regarding chromosomal mutations, it has been reported that the rate of different forms of aneuploidization can increase by orders of magnitude in starving yeast cells (Coyle and Kroll 2008; Kroll *et al.* 2013). We do not see it in this experiment where both recombination and loss of chromosomes could happen. In our system, LOH does happen in nongrowing yeast cells, although at a much lower rate than in growing ones, when measured per time unit. It appears that starvation does not abolish mechanisms defending the stability of the genome. In yeast, absence or severe limitation of nutrients leads to specific cellular reactions which are similar to those stimulated by different environmental stresses and include condensation of chromatin (Klosinska *et al.* 2011). Thus, the starving yeast cell does protect its integrity and this may be the reason why the observed rate of LOH was generally low. It was so low that any study based on DNA analysis would require sequencing thousands of cells to detect a single LOH which makes such an approach unworkable. Our results can be used to interpret data on LOH in other yeast strains that may undergo very different periods of growth and starvation. One cautionary note is that this particular strain (BY), especially under our protocol, was virtually guaranteed not to enter sporulation after glucose was depleted. Wild strains do it much more readily. Furthermore, an influx of resources into a cell that initiated meiosis may result in a return-to-growth development that skirts meiosis but results in unusually frequent recombination (Laureau *et al.* 2016). Thus, although starvation itself does not promote LOH, frequent onsets of starvation, sporulation, and growth reassumption may be responsible for it.

In general, our study provided amounts of data large enough to demonstrate the existence of genome-wide patterns in LOH: its rate increases when the number of SNPs between homologous chromosomes decreases and is higher on shorter chromosomes, or more generally, in regions relatively close to telomeres. It helped to reveal which repetitive elements can alter the pattern of LOH not only locally but also at a scale of whole chromosomal arms. It also demonstrated that the unfavorable conditions of starvation tend to substantially decrease and not increase the overall rate of LOH. Thus, methods relying on phenotypic detection of LOH remain useful and should be used along those implementing intense sequencing of DNA.

## Data availability

Strains are available upon request. The data underlying this article are shown in the article and in its online supplementary material except for the mRNA expression data which are available at the GEO (Gene Expression Omnibus) under the number GSE192479.

Supplemental material is available at *GENETICS* online.

## Supplementary Material

iyac032_Supplemental_Table_1 Click here for additional data file.

iyac032_Supplemental_Table_2 Click here for additional data file.

iyac032_Supplemental_Table_3 Click here for additional data file.

iyac032_Supplemental_Table_4 Click here for additional data file.

iyac032_Supplemental_Table_5 Click here for additional data file.

iyac032_Supplemental_Table_6 Click here for additional data file.

iyac032_Supplemental_Table_7 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

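Messenger RNA levels were analysed for the diploid strain BY4743 in 6 environments (SC at 30°C, SC at 37°C, SC at 30°C with 40 g/l of NaCl, YPG at 30°C with 3% glycerol, YPD at 24°C and YPD at 32°C), with 2 replicates in each and 12 libraries in all. Every library was assigned to its environment by the sample titles and the paper's methods. The LOH densities are the paper's and were read from its supplementary tables, as were the marker genes, the primers and the listed lengths. The positions of the markers and the lengths used for transcription intensity follow from matching these to the reference genome, as described below. In Supplementary Table 6, the LOH rates of 3L in YPD at 24°C and in YPG lie outside their own confidence intervals. These rates were used as listed.

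The authors checked the reads with fastQC, aligned them to the Ensembl yeast genome with Hisat2, sorted and indexed the alignments with samtools, and quantified genes with cuffquant and cuffnorm. The authors deposited the counts as estimated, library-size-normalized values, a signal per gene that need not be whole, with 1 column per library and without pooling replicates. The authors also deposited FPKM values from the same programs, which are normalized for the length of the transcript and the number of mapped fragments. The paper names edgeR's exact test for the authors' own normalization and differential expression; the results of that test were not used here.

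The total of the deposited counts was between 13872996 and 14144527 per library, because of the authors' scaling, and does not show the depth. The depth was read from the step between low values: values from 0.5 to 20 were compared with whole multiples of 1 common step with a tolerance of 0.01 of the step. Between 74.2% and 82% of these values were whole multiples, and the step implies 12400000 to 15500000 counted read pairs per library. The rest of the low values were not whole, so whole reads could not be recovered for nearly all genes and no test for counts was run. The design written before the data were examined had foreseen a test for counts, with limma as the written choice if the table proved to hold normalized values, and limma was used for this reason. The depth limits genes with low counts: a value of about 1 in the table stands for a single read pair, and a listed 0 does not show that a gene is silent.

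Genes were placed on the R64 reference genome. Of 7127 identifiers in the tables, 6088 matched the annotation, 5989 of them as nuclear protein-coding genes, and 1039 did not match. Genes with a mean of at least 10 counts over the 12 libraries, 6082 in number, were tested with limma (version 3.58.1 in R 4.3.3) on log2(count + 1). All libraries entered 1 fit with the environment as the only factor, so that the 6 environments shared an estimate of the spread, and the variances were moderated with a trend on the mean. The 5 other environments were compared with SC at 30°C and YPD at 24°C with YPD at 32°C, with Benjamini-Hochberg adjustment within each of the 6 comparisons and a threshold of 0.05. The rule for naming genes was written before the data were examined. It names the 2 largest rises and the 2 largest falls of each comparison among genes that passed the threshold and whose replicates did not overlap, fixed lists of heat, salt, glycerol and cold genes, the most abundant gene of the 5 most and 5 least transcribed segments, the genes deleted in BY4743, and listed recombination genes that passed their test. *HYP2* and *DDR2* fell under this rule; *FUN12* and *PMT2*, of segment 1L, YEL034C-A, and the identifiers outside the annotation that are named in the closing section were chosen after their values were seen.

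A segment ran from the *kan* marker to the *URA3* marker of an arm, with positions from the match of the primers to the reference sequence (Biopython 1.88) or from the replaced ORFs. On chromosome VI the ORF listed for *kan* did not match the annotation, and the ORF that gives the listed lengths was used. The transcription intensity of a segment was the percent of counts on nuclear protein-coding genes that fell on genes with their midpoint in the segment, per 10 kb. As in the paper, 12R was left out, which leaves 31 segments. Differences of a segment between environments were tested with limma's moderated F on log2 of the intensity. Correlations across segments are Spearman's rho and Pearson's r with two-sided permutation tests (100000 permutations), adjusted over the 6 environments by the Benjamini-Hochberg method, and were repeated without the 2 segments farthest from the median intensity. The correlations of segment length without those 2 segments are not reported here. The joint regression was an ordinary least squares fit (statsmodels 0.14.6) with a permutation test that moved whole segments. The other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

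The tests were tried on simulated data first. In values simulated for 6082 genes with 200 changed genes, limma recovered 91.5% of the changed genes, 3.17% of its calls were unchanged genes, and it called 0 genes in a comparison without a change. The simulated changes were of at least 1 log2 unit, in a single environment, up or down at random, with no shift of the other genes. These shares therefore need not hold for the smaller changes and shifted medians of the data. In 200 simulations of 31 segments, the permutation test of a correlation passed 0.05 in 4.50% of simulations without a relation and in 99.5% of those with one, and the test that moved whole segments in 4.00% and 100% of them. The simulated relation was strong: the second variable was the first plus independent values of the same spread. These shares therefore do not give the power of the tests for weaker relations.

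Replicates carry the numbers 1 and 2 in the sample titles. The paper describes them as independently started, so the fit used no block, and a fit with the replicate number as a block was run as an alternative. The other alternatives set before the data were examined were no filter on low counts, a minimum mean of 50 counts, a pseudocount of 5, the FPKM values with a pseudocount of 1 or 0.1, and a fit over only the 2 environments compared. For segments they were the share of FPKM values, all identifiers as the total, genes that overlap the segment or lie wholly inside it, removal of the 50 genes with the highest mean count, inclusion of 12R, other covariates, log10 of LOH density, and the omission of each replicate in turn. Median-of-ratios scaling of the libraries was added after the data were seen. Tandem repeats and meiotic hotspots, which the reference annotation does not hold, were left out of the joint regression.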

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

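Both tests in this part were chosen only after the results were seen.

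Between 0.752% and 1.70% of the counts of a library, with a median of 1.35%, fell on the 1039 identifiers that are not in the R64 annotation and that the paper does not discuss. Among these identifiers, YKL153W had a mean of 19382 counts and YCR013C a mean of 14433. Reads of an adjacent gene that were counted without regard to strand are a candidate explanation, since the paper's text does not state a strand-specific protocol. The test compared identifiers with a mean of at least 100 counts with the more abundant gene next to them in the systematic order of names. Pearson's r of log2(count + 1) over the 12 libraries was used. The test did not cover YEL034C-A, which is outside the annotation and was listed at 8930 to 27676 counts. The median r was 0.723 for 134 identifiers outside the annotation and 0.277 for 5149 annotated genes, and r was above 0.9 for 43 of the former (32.1%) and 395 of the latter (7.67%). YKL153W followed *GPM1* with r = 0.992 and YCR013C followed *PGK1* with r = 0.978. In contrast, r was below 0 for 27 of the 134 identifiers (20.1%) and below -0.5 for 13 of them. Among the annotated genes, r was below 0 for 1953 (37.9%) and below -0.5 for 991. Examples of the 13 identifiers are YPR050C with *ATG11* (-0.949) and YNL114C with YNL115C (-0.937). Such negative values go against the explanation for these identifiers with the neighbour compared. The explanation remains for the identifiers that follow the adjacent gene closely, although it was not tested whether genes that respond together would give the same r. No biological explanation was tested.

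The segment 12R, which the paper left out of its joint analysis, had a transcription intensity of 0.114 ± 0.00161% of counts per 10 kb (SD, n = 2) in SC at 30°C and would rank 6 among the segments. Its most abundant gene, *PDC1*, made up 16.3% of its counts. The technical explanation tested was that a few genes take most of the counts. Without the 50 genes with the highest mean count, the intensity of 12R was 0.0823% and it would rank 16, so part of its value and rank comes from these genes. Its intensity stayed above the 0.0522% of 9R, the lowest of the other 31 segments, which nearly any segment would, so the pattern cannot be told apart from this explanation. Other technical explanations and a biological one were not tested.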

How the results depend on the processing

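None of the tests in this part was chosen after the results were seen, except median-of-ratios scaling. Across 241 alternative settings of 32 results that answer a comparison, 205 kept their direction and their side of the threshold, or stayed within the spread of the replicates, 21 moved by more than that spread, 6 no longer passed the threshold and 9 reversed. The cause of these changes was not tested. Of 204 settings of the 51 log2 fold changes of named genes, 162 moved by less than the spread of the replicates, 39 moved by more and 3 reversed.

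The numbers of differentially expressed genes stayed within 1.5 times the main number in 48 of 48 settings. They were between 1297 and 1797 in SC at 37°C, 4605 and 5054 in SC with NaCl, 3995 and 4291 in YPG, 3320 and 3805 in YPD at 24°C, 2216 and 2760 in YPD at 32°C, and 2525 and 3643 between YPD at 24°C and YPD at 32°C. With median-of-ratios scaling, the share of higher genes among those that differed was 45.6% in SC at 37°C, further from even than the 50.7% of the deposited scaling. It was closer to even in the other comparisons, with 49.1% in SC with NaCl, 50.7% in YPG, 48.6% in YPD at 24°C and 48.9% in YPD at 32°C against SC at 30°C, and 50.7% in YPD at 24°C against YPD at 32°C. The genes were not all the same. Of those that differed with the deposited scaling, 1384 of 1425 also differed with this scaling in SC at 37°C, 4626 of 4923 in SC with NaCl, 3824 of 4066 in YPG, 2367 of 3406 in YPD at 24°C, 2285 of 2326 in YPD at 32°C and 1652 of 3000 between the YPD environments. With the replicate number as a block, 1455 genes differed in SC at 37°C, 4944 in SC with NaCl, 4103 in YPG, 3455 in YPD at 24°C, 2357 in YPD at 32°C and 3048 between the YPD environments, and all 31 segments differed. The correlation of same-numbered libraries over the 15 pairs of environments was between -0.094 and 0.213, so that apart from SC at 30°C and SC at 37°C the numbers do not pair the libraries. Across the 2 fits that each left out 1 replicate, from 264 to 279 genes changed by at least 1 log2 unit in SC at 37°C, 2783 to 3035 in SC with NaCl, 1570 to 1575 in YPG, 843 to 971 in YPD at 24°C, 608 to 613 in YPD at 32°C and 544 to 623 between the YPD environments. Leaving out a replicate also reversed the log2 fold changes of *BTN2* at 37°C (-0.0102 to 0.00875), *GPP1* in SC with NaCl (-0.0141 to 0.50) and *TIR1* in YPD at 24°C against 32°C (-0.0234 to 0.493), none of which passed the threshold with both replicates. The edgeR exact test and DESeq2 were planned only for counts and were not run, since the deposited values are normalized and whole reads could not be recovered.

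The median fold range across segments was 5.50 with FPKM values and 3.19 without the 50 genes with the highest mean count, and 4.2 to 4.37 with 1 replicate left out. Without these 50 genes, 11 segments differed at least 1.5-fold between environments.

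The rho of LOH density and transcription intensity did not pass 0.05 in any environment under the 8 alternatives for which p was computed, with adjusted p between 0.231 and 0.960, and no p was computed with 1 replicate left out. It became positive with 12R included in SC at 37°C (0.0169) and YPD at 32°C (0.0125), and with the length between markers held constant in SC at 37°C (0.0534), SC with NaCl (0.0983), YPD at 24°C (0.101) and YPD at 32°C (0.124). With 1 replicate left out it was -0.210 to -0.197 in SC at 30°C, -0.0516 to -0.0484 in SC at 37°C, -0.231 to -0.229 in SC with NaCl, -0.265 to -0.260 in YPG, -0.144 to -0.134 in YPD at 24°C and -0.0754 to -0.0710 in YPD at 32°C.

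The rho of segment length and transcription intensity stayed positive under each alternative. In SC with NaCl it was 0.362 without the 50 genes (adjusted p = 0.142) and 0.459 with 12R (adjusted p = 0.0548), with adjusted p between 0.0265 and 0.142 over the 6 alternatives reported here, which leave out the setting without the 2 segments farthest from the median. They therefore do not show that SC with NaCl is the only environment where the relation can pass 0.05. With 1 replicate left out it was 0.322 to 0.333 in SC at 30°C, 0.244 to 0.246 in SC at 37°C, 0.498 to 0.514 in SC with NaCl, 0.307 to 0.315 in YPG, 0.213 to 0.214 in YPD at 24°C and 0.223 to 0.241 in YPD at 32°C.

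The transcription term of the joint regression was 1.43e-06 with FPKM values, 2.67e-06 without the 50 genes, 9.40e-07 with the environment as the only other predictor and 0.742 for log10 of LOH density, and did not pass 0.05 in these settings. Its ordinary least squares p was between 0.00500 and 0.502 over 9 alternatives, and the coefficient was 2.68e-06 to 2.87e-06 with 1 replicate left out. With log10 of the length between markers as a further predictor, p was 0.0162, and 0.0213 when whole segments were permuted. The partial r within segments became positive with FPKM values (0.0134), without the 50 genes (0.0153) and with 12R (0.0532), and was -0.0338 to -0.0299 with 1 replicate left out. For the 23 segments at other positions, leaving out 1 replicate gave a rho of -0.167 to -0.154 with the distance to the telomere and 0.170 to 0.191 with the distance to the centromere.

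The depth, with about 1 unit of the table per read pair, limits what can be said of genes with low counts. The mitochondrial genes are examples. YCR087C-A was listed at 20.8 and 87.8 counts in the replicates of SC at 30°C, and the cause of this gap was not tested.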

Differences from the paper's values

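No test in this part was chosen after the results were seen. The coefficient of transcription in the joint regression was 2.78e-06 (standard error 1.34e-06, ordinary least squares p = 0.0387), and the paper's is 9.371e-07 (standard error 6.156e-07, p = 0.12978 in Supplementary Table 5). The paper gives its transcription variable as a percent of cellular mRNA per unit length and, for Fig. 4, as a relative intensity, and its bars in Fig. 4 are higher than the values here, so the 2 coefficients need not be in the same unit. The p-values do not depend on the unit if 1 factor relates the 2 variables in all environments. The caption of Fig. 4 describes a relative intensity obtained for each environment on its own, and such a scaling was not tested. If the units differ, the sizes of the 2 coefficients cannot be compared, and the order that follows holds only for the numbers as printed. Of the alternatives set before the data were examined, the difference from the paper's coefficient was smaller than the larger standard error with FPKM values (1.43e-06, p = 0.238), without the 50 genes with the highest mean count (2.67e-06, p = 0.134) and with the environment as the only other predictor (9.40e-07, p = 0.502). It was larger with all identifiers as the total (2.82e-06), with genes that overlap the segment (2.80e-06) or lie wholly inside it (2.78e-06), with 12R (6.29e-06), and without replicate 1 (2.87e-06) or replicate 2 (2.68e-06). With log10 of the length between markers as a further predictor the coefficient was 2.96e-06 (p = 0.0162, and 0.0213 from the permutation of whole segments). The permutation of whole segments gave p = 0.0903 for the main coefficient.

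The coefficients of the genetic elements were 1.59e-06 against the paper's 1.183e-06 for ARS, 2.12e-06 against the paper's 3.12e-06 for LTR retrotransposons, and -2.04e-07 against the paper's -1.139e-07 for the centromere. The ordinary least squares p of the centromere was 0.0158 against the paper's 0.183872, so this term passed 0.05 here and not in the paper. The p found here counts the 6 measurements of a segment as independent, and whole segments were not permuted for this term. The paper's model also holds tandem repeats and meiotic hotspots, and no alternative was set for these 3 coefficients.

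The caption of Fig. 4 describes bars of relative intensity, obtained for each environment on its own. They need not be in percent of counts per 10 kb, so a gap in number alone is no evidence of a difference in the data. The transcription intensity summed over the 6 environments, in percent of counts per 10 kb, differed in number from the paper's bars. It was 0.932 for 1L against the paper's about 5.8 in Fig. 4, read by eye. It was 0.703 for 3R against the paper's about 4.7 in Fig. 4. For 11L it was 0.747 against the paper's about 4.6 in Fig. 4. For 7L it was 0.716 against the paper's about 4.4 in Fig. 4. For 1R it was 0.712 against the paper's about 4.3 in Fig. 4. For 9R it was 0.257 against the paper's about 1.5 in Fig. 4. The paper's bars were between 5.84 and 6.69 times the values here in these 6 segments. None of the alternatives set before the data were examined closed these gaps, and none of them changes the unit, so they could not have closed a gap of unit. The ratio of 1L to 9R was 3.63, and the paper's is about 3.9 in Fig. 4, which is within the criterion used here for all these alternatives but the removal of the 50 genes, with 1.46.

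The paper states that insertion sites did not overlap known coding sequences, and the annotation places the sites next to *MEC1* and *CIA2* inside YBR137W and *EPT1*.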

Other observations

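The tests of the joint regression, of 1L, of the YPD environments, and of NaCl below were chosen only after the results were seen, and those of changes within segments, of the 23 segments and of the recombination genes before.

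If transcription promoted LOH, a segment transcribed more in an environment could be expected to have more LOH there. With the segment and the environment as factors, the partial r of LOH density and transcription intensity was -0.0319 (p = 0.682 from 100000 permutations of whole segments), so no such relation was found, and p was between 0.467 and 0.850 over 7 alternatives.

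For the 23 segments of Supplementary Table 2, which lie at other positions along the arms, transcription intensity in SC at 30°C might change with the distance to the telomere or to the centromere. Spearman's rho was -0.175 with the distance to the telomere (permutation p = 0.422; Pearson's r -0.179, p = 0.415) and 0.172 with the distance to the centromere (permutation p = 0.430; Pearson's r 0.240, p = 0.270). Without the 2 segments farthest from the median, rho was 0.0130 and -0.0351. Neither relation was found, and p was 0.239 to 0.523 and 0.111 to 0.430 over 5 alternatives of each.

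Expression of genes of recombination and repair might follow the LOH rate summed over arms across the 6 environments. Of 28 genes listed before the data were examined, 0 had a Benjamini-Hochberg adjusted p under 0.05 in an exact permutation test of Spearman's rho, and 1, *MPH1*, had an unadjusted p under 0.05 (rho -0.886, exact permutation p = 0.0333). The smallest adjusted p was 0.480. Spearman's rho was negative for 24 of the 28 genes and positive for 4. All genes were measured in the same 6 environments, so these signs are not independent, and the sign pattern was not tested. By Pearson's r, 4 genes had an unadjusted exact permutation p under 0.05, each with a negative r: *MPH1* (p = 0.0139), *MRE11* (p = 0.0278), *RAD57* (p = 0.0292) and *SGS1* (p = 0.0389). These genes were singled out from the list after their values were seen. With 6 environments the smallest p such a test allows is 0.00278, so that 1 gene alone could not pass the adjustment over 28 genes, and the absence of a call is no evidence against such a relation.

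The transcription term of the joint regression passed 0.05 in ordinary least squares. A single segment that carries the term is a candidate explanation, and leaving out 1R raised p to 0.857, the largest of the 31 fits, with the coefficient at -2.02e-07. Leaving out 1L also raised p, to 0.419, with the coefficient at 1.31e-06, so 1R was not the only segment that the term rested on. Repeated measures of the same segments are another candidate explanation, and the permutation of whole segments gave p = 0.0903. With log10 of the length between markers as a further predictor, however, this permutation gave p = 0.0213, so repeated measures do not account for the term in that setting. With the length in the model, p was 0.628 without 1R (coefficient 4.89e-07) and 0.0579 without 1L (2.90e-06), and under 0.05 without each other segment. The weight of 1R therefore remains as an explanation in both models, and repeated measures only in the model without the length.

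The first rank of 1L in SC at 30°C may come from a few genes that take most of the counts. Without the 50 genes with the highest mean count, among them *CDC19*, 1L ranked 21 of 31, so this explanation remains. A biological explanation was not tested.

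More genes were lower than higher in YPD at 24°C against YPD at 32°C. A larger share of counts on a few genes, in libraries scaled to similar totals, could lower all others. With the 50 most abundant genes left out of the totals, the median log2 difference of the other 6032 genes moved from -0.24 to -0.105, so these genes account for part of the shift, and the rest was not explained. Against SC at 30°C, the same step moved the median from -0.256 to -0.154 in YPD at 24°C, but away from 0 in SC with NaCl (-0.205 to -0.329) and YPG (-0.10 to -0.184). A change in the total amount of mRNA per cell was not tested.

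Genes of gluconeogenesis were high in SC with NaCl, with log2 fold changes against SC at 30°C of 8.93 for *PCK1*, 6.99 for *FBP1* and 5.14 for *ICL1*, and 9.13, 7.18 and 5.34 after median-of-ratios scaling. Use of all glucose before harvest could give such values and would make the change in NaCl resemble the change in YPG. Across 6082 genes, which are not independent replicates, the Spearman rho of the change in NaCl was 0.0404 with the change in YPG, and 0.168, -0.212 and -0.189 with those in SC at 37°C, YPD at 24°C and YPD at 32°C. The change in YPG also holds the change from synthetic to rich medium, which can mask a shared response, so the pattern cannot be told apart from this explanation. Other explanations of these values were not tested.

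*HYP2* (YEL034W, chromosome V, 85676 to 86149) was listed under 0.0001 counts in each of the 10 libraries outside SC with NaCl and at 5008 and 4576 counts in SC with NaCl. The identifier YEL034C-A, which is outside the annotation, was listed at 8930 to 27676 counts in the 12 libraries. How reads were assigned between YEL034C-A and *HYP2* was not tested. Of 5690 annotated genes tested, 3 were listed under 1 count in each library of an environment and had a mean of at least 1000 in another: *HYP2*, *SIP18* and *DDR2*. *SIP18* was chosen after its values were seen, and the values near 0 are listed values, not evidence that the genes were silent.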
